A study of Aedes aegypti and Anopheles culicifacies with 47 samples.

How the data were processed

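RNA was measured in brain and olfactory tissue of female Aedes aegypti and Anopheles culicifacies at 4 times of day. Per the labels' protocols, mosquitoes were kept at 80% relative humidity and 27 °C, total RNA was extracted with Trizol, and libraries were made with an NEBNext Ultra II kit with unique dual indexes. The labels state that the females came from the same cohort, and the design text states 3 biological replicates. Nothing in the labels says that replicates came from separate rearings, so p-values measure the spread between these libraries.

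The deposited values are whole-number read counts per gene, 1 file per library, with no header. Their last rows carry the names that HTSeq-count gives to reads outside genes, ambiguous reads and reads that align more than once. The aligner, the genome build, the annotation and the strand setting are not given in the sources used here. Reads of overlapping genes or close paralogs could therefore have been left out or split, and the counts of such genes are uncertain. The rows that name no gene were kept out of library sizes and tests. Reads outside genes were 17.4% to 21.9% of the reads in the Aedes brain, 11.9% to 34.7% in Aedes olfactory tissue, 56.0% to 68.8% in the Anopheles brain and 53.8% to 69.2% in Anopheles olfactory tissue. Reads that aligned more than once were 16.7% to 24.0% in Aedes and 2.8% to 3.7% in Anopheles, and ambiguous reads were at most 0.41% and 1.40%.

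The files used here held damaged stretches. In 30 of the 31 files there were runs of the letter Z, 71 in all. For 58 of these, 1 or more altered lines stood up to 943 bytes before the run. For 13 no altered line was seen, so a digit of a count could have changed without trace. Only intact lines were used. A gene was kept if every library of its species had exactly 1 intact line for it and if it did not lie within 1024 bytes before 1 of the 13 unexplained runs. This kept 18784 of 19804 Aedes genes (94.8%) and 14105 of 14729 Anopheles genes (95.8%). Whether the damage was in the deposit or arose later is not known. Keeping the genes near unexplained runs was run as an alternative chosen after the data were seen.

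None of the 19804 Aedes and 14729 Anopheles identifiers matched the gene table used here, which lists 19623 Aedes aegypti genes of the AaegL5.0 assembly. The gene lists fixed before the data were examined rest on gene names and were not run, nor were their alternatives. The rule for genes named in the text, also fixed before the data were examined, took for each species the 2 identifiers with the largest rise and the 2 with the largest fall over the time contrasts together, and likewise for the tissue contrast, among genes with an adjusted p under 0.05 and a mean of at least 5 CPM. Genes named outside it are said to be chosen after their values were seen.

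Tests used edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3 with TMM normalization. A gene was tested if it reached the CPM of 10 reads at the median library size in at least 2 libraries of the fit and had at least 15 reads in all. Each tissue of each species was fitted alone for time of day, with a test of any difference among its times and contrasts of 6pm with 6am and of 12am with 12pm. Brain and olfactory tissue were compared with time as a covariate over libraries at times present in both tissues, 16 in Aedes and 13 in Anopheles. The interaction of tissue and time was tested over the same libraries. All tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Fold changes are on the log2 scale with the SE taken as the size of the fold change over the square root of the F statistic. CPM values (counts per 1e+06 reads) use the reads in the genes used, before TMM. Limits for a count of 0 use 3 reads over the group. Read ratios and these limits use summed reads before TMM, so they are not on the scale of the fitted fold changes. Intervals of read ratios are exact 95% Clopper-Pearson intervals of summed reads, and intervals and limits cover counting error only. The biological coefficient of variation was 28.5% in the Aedes brain, 35.2% in Aedes olfactory tissue, 22.2% in the Anopheles brain and 45.1% in Anopheles olfactory tissue.

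Within each group libraries were compared for duplication. Chi-square per degree of freedom ranged from 6.6 to 49.6 over the replicate pairs, so no pair agreed within sampling noise. The tests were checked on simulated counts drawn from the real means, library sizes and trended dispersions, with 200 genes changed. Simulated genes had no spread of their own around the trend, so the shares recovered may be too high for the real libraries. For genes changed 4-fold, the share recovered was 94% for the Aedes tissue comparison and 95% for the Anopheles one, 72% for time of day in the Aedes brain, 75% in Aedes olfactory tissue, 91% in the Anopheles brain and 38% in Anopheles olfactory tissue. For 6pm against 6am it was 65%, 62%, 90% and 10% in the same order, and for genes changed 2-fold 17%, 8%, 20% and 0%, so the numbers of calls in the 2 Anopheles organs come from tests of unequal sensitivity. For the interaction it was 25% in Aedes and 32% in Anopheles. Between 0 and 9 unchanged genes were called in these simulations.

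The alternatives fixed before the data were examined were median-ratio size factors in the edgeR fit, DESeq2 1.42.0, no filter on low counts, the replicate number as a block, both tissues of a species in one fit, and each library left out in turn. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.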

Results

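RNA sequencing was used to follow gene expression over the day in 2 mosquito species, Aedes aegypti, which bites by day, and Anopheles culicifacies, which bites at night. Total RNA came from the brain and from the pooled olfactory organs of the head (antennae, maxillary palps, proboscis and labium) of adult females aged 5 to 6 days, kept under a 12 h light and 12 h dark cycle. Tissue was taken at 6am, 12pm, 6pm and 12am. Of 47 labelled samples, 31 had count files and were analysed; the others were not analysed here. The Aedes brain had 8 libraries, 2 at each time. Aedes olfactory tissue also had 8, with 2 at 6am, 2 at 12pm, 3 at 6pm and 1 at 12am. The Anopheles brain had 7 libraries, 2 at 6am, 3 at 12pm and 2 at 6pm, and its 12am samples were not analysed here. Anopheles olfactory tissue had 8, with 1 at 6am, 3 at 12pm, 2 at 6pm and 2 at 12am. Reads counted in genes ranged from 5072614 to 10202123 per library in the Aedes brain, from 853349 to 6558092 in Aedes olfactory tissue, from 3278414 to 5534940 in the Anopheles brain and from 1193151 to 2992698 in Anopheles olfactory tissue. Genes are given by the identifiers of the count files, which matched no entry of the gene table used here, so no gene names are printed.

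Tissue was the main axis of variation in both species. The first principal component of log2 CPM held 76.4% of the variance in Aedes and 73.3% in Anopheles, and it placed every brain library on one side and every olfactory library on the other. The second component held 6.2% and 10.7%. In Anopheles olfactory tissue the 2 midnight libraries lay at opposite ends of it, replicate 2 at -114.5 and replicate 3 at 76.8, and across genes their log2 CPM correlated at r = 0.731, against 0.895 to 0.985 for the other replicate pairs of that species.

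**Figure D1:**
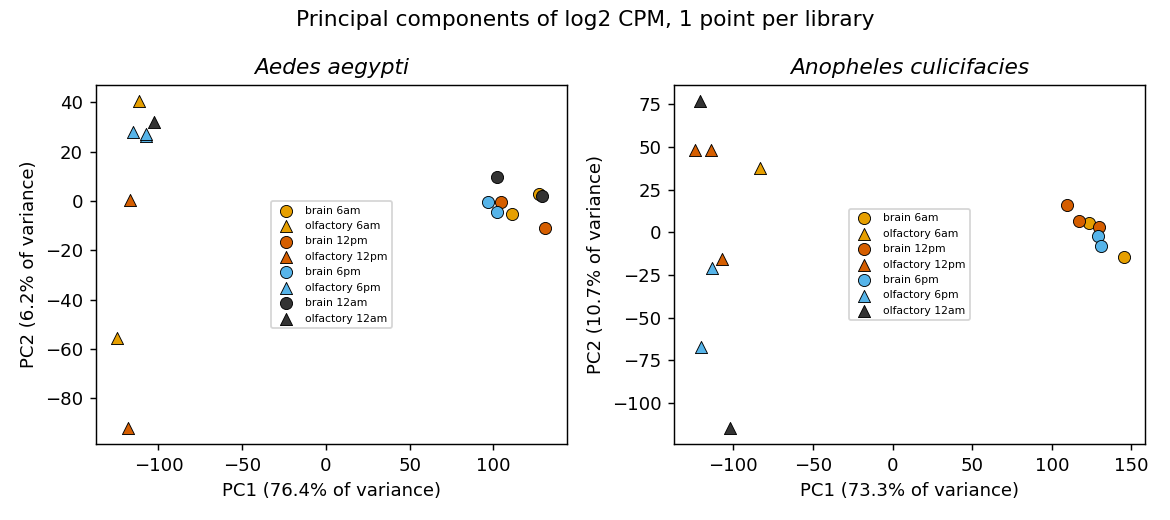
Principal components 1 (x axis) and 2 (y axis) of log2 CPM in arbitrary units, with 1 point per library, circles for brain, triangles for olfactory tissue and colours for time of day. Brain and olfactory libraries separate along component 1, which holds 76.4% of the variance in Aedes aegypti and 73.3% in Anopheles culicifacies.

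The comparison of brain with olfactory tissue asked which genes distinguish the 2 organs at equal time of day. In Aedes, 3673 genes were higher in brain and 4333 were higher in olfactory tissue, together 75.5% of the 10599 genes tested. The split by direction depends in part on the normalization, and with median-ratio size factors it was 3590 and 4403. The most abundant gene of olfactory tissue, AAEL006259, chosen after its values were seen, took 153000 ± 34200 CPM there (SD, n = 8) and 23200 ± 10500 CPM in brain (SD, n = 8), a log2 fold change of -3.33 (SE 0.37, adjusted p = 6.3e-07). The strongest olfactory genes were close to absent from brain. AAEL009449 stood at 3380 ± 921 CPM in olfactory tissue (SD, n = 8), with 1 read in the 8 brain libraries together against 81243 reads, a ratio of 215000 (95% exact counting interval 38600 to 8500000). AAEL012377 stood at 6460 ± 932 CPM (SD, n = 8) against 0.126 ± 0.147 CPM in brain (SD, n = 8; log2 fold change -15.87, SE 0.36, adjusted p = 9.8e-15). Among brain genes, AAEL022762 stood at 13.6 ± 3.51 CPM (SD, n = 8) with no read in any of the 8 olfactory libraries. By summed reads before TMM it was at least 107-fold higher in brain, taking 3 reads over the group as the limit of a count of 0. AAEL008055 stood at 59.8 ± 34.2 CPM in brain and 0.702 ± 0.94 CPM in olfactory tissue (SD, n = 8 each; log2 fold change 5.76, SE 0.49, adjusted p = 2.1e-08). Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

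The largest differences lay on the olfactory side. In Aedes, by the fitted change, 745 genes were at least 32-fold higher in olfactory tissue and 16 in brain. Of these, 607 and 12 also reached 32-fold by summed reads before TMM, with a group at 0 reads set to 3 reads. Olfactory libraries were shallower, with a median of 2.46 M reads in genes against 7.66 M in brain. A gene higher in brain therefore had to stand at a higher level to reach 32-fold, and the 2 counts are not on equal terms. The 745 olfactory genes past 32-fold by the fitted change took 15.7% ± 0.998 of the reads in olfactory libraries (SD, n = 8) and 0.142% ± 0.0668 in brain libraries (SD, n = 8).

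Anopheles showed the same division. Of 10840 genes tested, 4125 were higher in brain and 4174 in olfactory tissue, together 76.6%. With median-ratio size factors the split was 3973 and 4326, so the near balance of directions rests on the normalization. ACUA024106 stood at 5510 ± 1610 CPM in olfactory tissue (SD, n = 8) and had no read in the 7 brain libraries. By summed reads before TMM it was at least 46400-fold higher in olfactory tissue over the 6 olfactory libraries that share their times with brain. ACUA014299 stood at 7910 ± 1100 CPM (SD, n = 8), with 2 reads in the 7 brain libraries, a ratio of 111000 (95% exact counting interval 30800 to 919000). ACUA023638 stood at 16.9 ± 3.37 CPM in brain and ACUA007982 at 15.4 ± 2.68 CPM (SD, n = 7 each). Neither had a read in olfactory tissue, so that by summed reads before TMM they were at least 72-fold and at least 65.9-fold higher in brain. The most abundant gene, ACUA018903, chosen after its values were seen, took 87500 ± 22400 CPM in olfactory tissue (SD, n = 8) and 23900 ± 11600 CPM in brain (SD, n = 7; log2 fold change -2.60, SE 0.26, adjusted p = 1e-07, edgeR). By the fitted change, 727 genes were at least 32-fold higher in olfactory tissue and 106 in brain. Of these, 517 and 89 also reached 32-fold by summed reads before TMM, with the same floor of 3 reads. Here too olfactory libraries were shallower, with a median of 1.89 M reads in genes against 4.44 M in brain, so a 32-fold excess in brain was harder to reach. The labels do not say whether the tissues were sequenced in the same run. In both species the titles of the olfactory samples carry a read number and those of the brain samples do not.

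The next comparisons asked which genes change with the time of day in each organ. In the Aedes brain, AAEL008141 rose from 12.7 ± 1.14 CPM at 12pm to 340 ± 54.4 CPM at 12am (SD, n = 2 each), a log2 fold change of 4.73 (SE 0.22, adjusted p = 0.0021, edgeR). It stood at 164 ± 8.4 CPM at 6am and 114 ± 28.4 CPM at 6pm (SD, n = 2 each), so that midday was its low point. It was the 1 gene called among 9337 in the test of any difference between the 4 times (adjusted p = 0.014). No gene passed between 6pm and 6am with edgeR, where 369 genes (3.95%) had an unadjusted p under 0.05 and DESeq2 called 20. With both tissues in one fit no gene passed over all times with edgeR (193 at an unadjusted p under 0.05). With the replicate number as a block, no gene passed over all times or between 12am and 12pm (AAEL008141 adjusted p = 0.087, edgeR). In the brain fit, 133 genes (1.42%) had an unadjusted p under 0.05 in the test over all times, and DESeq2 called 17. The shares of 3.95% and 1.42% lie under the share of 0.05 that this threshold gives when no gene changes. In counts simulated at the trended dispersion of these libraries, the test over all times recovered 72% of genes changed 4-fold at 6pm and 21% of genes changed 2-fold. Simulated genes had no spread of their own around that trend, so these shares may overstate what the real libraries allow. The call between 12am and 12pm was lost without 12pm replicate 1 or 2, and the call over all times without any 1 of 6am replicates 1 and 3, 12pm replicates 1 and 2 and 12am replicate 1; the direction was kept in each of the 8 fits that left out 1 library.

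In Aedes olfactory tissue AAEL008141 had the same course, from 32.8 ± 1.63 CPM at 12pm (SD, n = 2) to 830 CPM in the 1 library at 12am. That change did not pass the threshold (log2 fold change 4.49, SE 0.66, adjusted p = 0.28, edgeR), and the single midnight library borrows its spread from the other times. Between 6am and 6pm, 1 gene rose and 6 fell among 8920 tested. AAEL003269 rose from 22.6 ± 8.52 CPM at 6am (SD, n = 2) to 286 ± 58.3 CPM at 6pm (SD, n = 3), with a log2 fold change of 3.37 (SE 0.44, adjusted p = 0.034, edgeR). AAEL000533 fell from 53.7 ± 39.3 CPM (SD, n = 2) to 2 reads in the 3 libraries at 6pm, a ratio of 299 over summed reads (95% exact counting interval 82 to 2480; adjusted p = 0.038, edgeR). AAEL000229 fell from 27.4 ± 20.8 CPM (SD, n = 2) to 0.26 ± 0.24 CPM (SD, n = 3; log2 fold change -6.41, SE 0.81, adjusted p = 0.034, edgeR). In brain the levels of AAEL000533 ranged from 0 to 314 CPM between libraries and those of AAEL000229 from 0 to 179 CPM, with no call for time. The 2 genes went together there, also between libraries of the same time. Both were highest in brain 6am replicate 1, against 16.8 and 7.99 CPM in 6am replicate 3, and both had 0 reads in 12am replicate 1. Their 2 calls may therefore not be separate. The call of AAEL000533 was lost with DESeq2 (adjusted p = 0.28) and with both tissues in one edgeR fit (adjusted p = 0.31). That of AAEL000229 was lost in the latter too (adjusted p = 0.35). Over the alternatives with all libraries their adjusted p ranged from 9.7e-26 to 0.31 and from 7e-15 to 0.35. The low ends came from the edgeR fit without the filter on low counts. Its prior degrees of freedom, which set how strongly the spread is moderated across genes, were infinite, against 6.78 with the filter. Between 6am and 6pm, 2 genes passed with both tissues in one fit, 179 without the filter on low counts and 26 with DESeq2.

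No gene passed in the test over all 4 times in Aedes olfactory tissue with edgeR (476 at an unadjusted p under 0.05; 45 with DESeq2), and none passed between 12am and 12pm (741 at an unadjusted p under 0.05; 27 with DESeq2). Without the filter on low counts edgeR called 340 and 127 genes in these tests, and with both tissues in one fit 2 and 1. Over all times, the 340 became 0 when the prior degrees of freedom were held at 6.78, their value with the filter. Over all times, 10 genes passed without 6am replicate 3 and 4 without 12am replicate 3. The 7 calls between 6pm and 6am became 0 without any 1 of 5 libraries, 6am replicate 1, 12pm replicates 1 and 2 and 6pm replicates 1 and 3, 19 without 6am replicate 3 and 13 without 6pm replicate 2. The 12pm replicate 2 library had 34.7% of its reads outside genes, the highest share among the Aedes libraries.

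In the Anopheles brain, over 6am, 12pm and 6pm, 215 of 9646 genes changed, and 125 of them had their highest mean at 6pm while 122 had their lowest at 6am. Between 6am and 6pm, 158 genes rose and 44 fell, with a median size of 2.25 on the log2 scale. DESeq2 called 592 and 382 genes in the same tests, among them 214 and 200 of the edgeR calls, and edgeR called 444 and 352 without the filter on low counts and 126 and 118 with both tissues in one fit. ACUA014010 rose from 0.868 ± 0.775 CPM at 6am to 67.4 ± 9.02 CPM at 6pm (SD, n = 2 each; log2 fold change 6.24, SE 0.48, adjusted p = 0.00062, edgeR), with 7.35 ± 2.55 CPM at 12pm (SD, n = 3). ACUA026092 rose from 4.73 ± 3.98 to 415 ± 179 CPM (SD, n = 2 each; log2 fold change 6.49, SE 0.95, adjusted p = 0.008, edgeR). ACUA012491 fell from 394 ± 417 to 5.1 ± 0.296 CPM (SD, n = 2 each; log2 fold change -6.16, SE 0.93, adjusted p = 0.0095, edgeR), and was highest at 12pm with 1100 ± 389 CPM (SD, n = 3).

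Genes that changed between 6am and 6pm in the Anopheles brain were more often genes of higher level in olfactory tissue. Among the 158 that rose, 94 were higher in olfactory tissue and 32 in brain, and among the 44 that fell, 29 and 6. Olfactory-higher genes made up 59.5% and 65.9% of these sets and 30.2% of all 9517 genes tested for both (two-sided Fisher's exact test over genes, which are not independent replicates, p = 2.7e-14 and 1.2e-06). The share of reads in genes was 31.6% and 27.2% in the 6am libraries and 34.7% and 38.9% in the 6pm libraries. The 215 calls became 966 without 6am replicate 1, 52 without 6pm replicate 2, 53 without 6pm replicate 3 and 129 without 12pm replicate 3, and the 202 between 6pm and 6am became 535, 51 and 65 without the first 3 of these.

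In Anopheles olfactory tissue 46 of 9369 genes changed over the 4 times, of which 21 were highest at 6pm and 14 at 6am. There was 1 library at 6am here, so in each 6pm against 6am test the spread comes from the other times and the lone library is assumed to vary like them. ACUA014010 and ACUA026092 were higher at 6pm here as in brain. ACUA014010 stood at 246 ± 58.1 CPM at 6pm (SD, n = 2) and at 2 reads in the 1 library at 6am, a ratio of 270 over summed reads (95% exact counting interval 74.4 to 2230; adjusted p = 0.017, edgeR). ACUA026092 rose from 18.4 CPM to 1510 ± 203 CPM (SD, n = 2 at 6pm; log2 fold change 6.87, SE 0.90, adjusted p = 0.0072, edgeR). ACUA005835 fell from 191 CPM at 6am to 3.32 ± 2.23 CPM at 6pm (SD, n = 2; log2 fold change -5.29, SE 0.79, adjusted p = 0.013, edgeR). In all 19 genes were higher and 15 lower at 6pm than in the 1 library at 6am, and DESeq2 called 278 genes over all times and 283 between 6am and 6pm (190 higher and 93 lower at 6pm). Without the filter edgeR called 137 and 73. With both tissues in one fit the counts were 169 and 172, and the balance turned, with 50 genes higher and 122 lower at 6pm.

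Between 12pm and 12am, 9 genes rose and 4 fell in Anopheles olfactory tissue with edgeR, and 30 rose and 67 fell with DESeq2. With edgeR, 16 rose and 25 fell without the filter, and 12 rose and 13 fell with both tissues in one fit. ACUA012491 fell from 1300 ± 434 CPM at midday (SD, n = 3) to 17.5 ± 22.7 CPM at midnight (SD, n = 2), a log2 fold change of -6.64 (SE 0.82, adjusted p = 0.0035, edgeR). It was low at 6pm as well, with 21 ± 6.16 CPM (SD, n = 2). In brain its 6am libraries lay apart, at 689 CPM, within the 653 to 1340 CPM of 12pm, and at 98.4 CPM, below it, and 12am was not analysed there. In the 12am replicate 2 library 69.2% of reads lay outside genes, and without it the calls were 293 over all times, 360 between 6pm and 6am and 33 between 12am and 12pm. Without 12am replicate 3 they were 770, 318 and 1258, without 6pm replicate 1 they were 10, 0 and 4, without 6pm replicate 3 they were 14, 0 and 3, and without 12pm replicate 2 they were 23, 15 and 3. The calls between 12am and 12pm also became 3 without 12pm replicate 1 and 21 without 6am replicate 1.

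**Figure D2:**
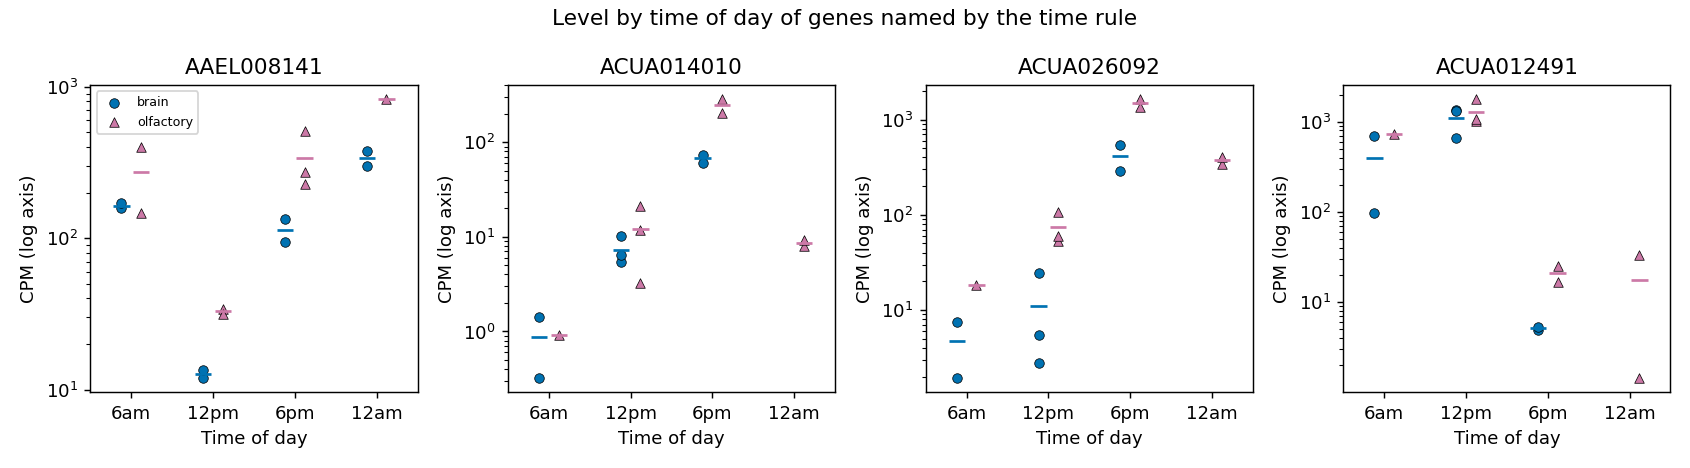
CPM on a log axis (y axis) by time of day (x axis) for the 4 genes AAEL008141, ACUA014010, ACUA026092 and ACUA012491, with 1 point per library, circles for brain, triangles for olfactory tissue and bars for group means. AAEL008141 is lowest at 12pm in both Aedes organs, ACUA014010 and ACUA026092 are highest at 6pm in both Anopheles organs, and ACUA012491 is at 5.1 CPM in brain and 21 CPM in olfactory tissue at 6pm.

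The 6am to 6pm change in Anopheles was then compared between the organs, whose libraries are separate. Of 8195 genes tested in both, 152 rose in brain and 15 in olfactory tissue, and 11 rose in both, where independent lists would share 0.28 (one-sided Fisher's exact test over genes, p = 8e-17). For genes that fell, 41 in brain and 11 in olfactory tissue shared 5, where independent lists would share 0.055 (one-sided Fisher's exact test, p = 1.1e-09). The olfactory list rests on 1 library at 6am and is empty without olfactory 6pm replicate 1 or 3, which leaves no shared gene, and with both tissues in one fit its balance turned to 50 higher and 122 lower. ACUA014010, ACUA026092 and ACUA012491 were called in both. Of the 193 genes called in brain, 170 had the same sign in olfactory tissue. Across all 8195 genes, which are not independent replicates, the 2 log2 fold changes had a Spearman correlation of 0.23. In Aedes, over 8177 genes, it was 0.21 for 6pm against 6am, where no brain gene passed with edgeR (369 at an unadjusted p under 0.05; 20 with DESeq2), and 0 for 12am against 12pm.

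**Figure D3:**
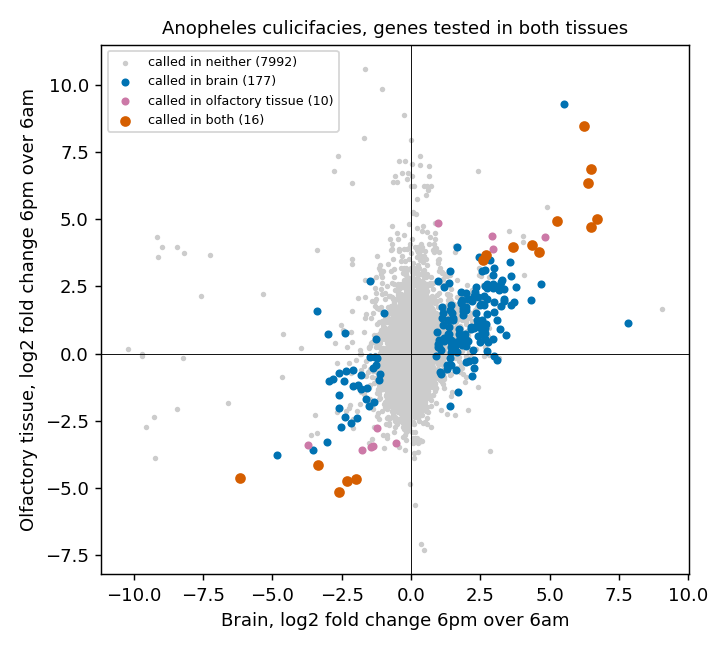
Log2 fold change from 6am to 6pm in brain (x axis) and in olfactory tissue (y axis) of Anopheles culicifacies, with 1 point per gene tested in both and colours for the organ in which it passed an adjusted p of 0.05. The 16 genes called in both organs lie in the quadrants of equal sign.

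Whether the change with time differed between the organs was tested as an interaction. In Anopheles 4 of 10840 genes passed, named here after their values were seen, where DESeq2 called 252 and edgeR without the filter on low counts 23. ACUA026522 reached 206 ± 0.851 CPM in olfactory tissue at 6pm (SD, n = 2) from 6.43 CPM at 6am, and lay between 1.28 and 2.27 CPM in the 7 brain libraries (adjusted p = 0.01, edgeR). ACUA020653 had no read in brain at 6am and 6.64 ± 0.813 CPM at 6pm (SD, n = 2), and stood at 794 ± 198 CPM in olfactory tissue (SD, n = 8; adjusted p = 0.01, edgeR). ACUA007237 went from 32.8 ± 11.1 to 2.83 ± 1.36 CPM in brain (SD, n = 2 each) and from 107 to 227 ± 4.69 CPM in olfactory tissue (SD, n = 2 at 6pm; adjusted p = 0.016, edgeR). ACUA025393 went from 55.1 ± 11.1 to 26.9 ± 1.82 CPM in brain (SD, n = 2 each) and from 32.6 to 92.7 ± 6.32 CPM in olfactory tissue (SD, n = 2 at 6pm; adjusted p = 0.028, edgeR). The 6am olfactory level comes from 1 library, without which 9 genes passed. None passed with edgeR without 6pm replicate 2 or 3 of brain or 6pm replicate 1 or 3 of olfactory tissue, and the count was 2 without olfactory 12pm replicate 1 or 2, 327 without olfactory 12pm replicate 3, 69 and 9 without brain 6am replicates 1 and 3 and 13 without brain 12pm replicate 2.

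In Aedes no gene passed the interaction test with edgeR among 10599, with 368 (3.47%) at an unadjusted p under 0.05 and 23 called by DESeq2. That share lies under the 0.05 that this threshold gives when no gene changes. For AAEL008141 the unadjusted p of the interaction was 0.81 and the adjusted p 0.99, so that a difference in its course between brain and olfactory tissue was not detectable at this depth and number of libraries.

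**Figure D4:**
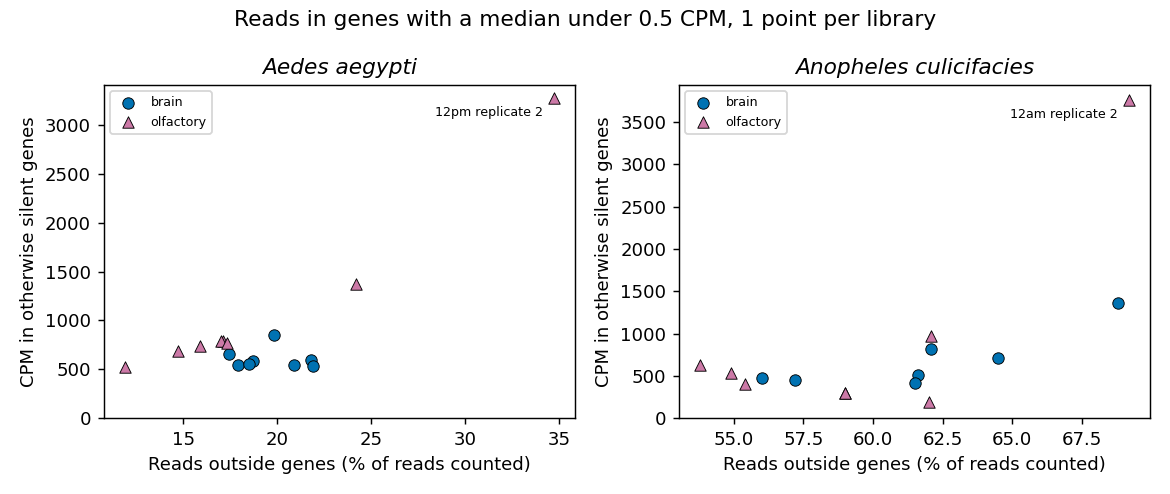
CPM in otherwise silent genes (y axis) against the percent of reads outside genes (x axis), with 1 point per library, circles for brain and triangles for olfactory tissue. Aedes olfactory 12pm replicate 2, at 34.7% and 3270 CPM, and Anopheles olfactory 12am replicate 2, at 69.2% and 3760 CPM, lie above the other libraries of their tissue.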

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

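The tests of background reads, shallow sequencing, depth and carried-over tissue were chosen or had their bounds set after the results were seen, while those of RNA from another tissue and of the spread between Aedes replicates were set before. In each tissue of each species, 5 library measures were compared within the tissue, 20 comparisons in all, and 4 had a library far from the others. The cutoffs used are meant to flag about 1 in 20 by chance, a rate that was not checked on these data. All 4 concern the CPM in genes that are otherwise silent in the tissue, with a median under 0.5 CPM. The Aedes brain 6pm replicate 3 library had 855 CPM in such genes, the next highest 656 and the lowest 533. Aedes olfactory 12pm replicate 2 had 3270, with 1370 next and 521 lowest. The Anopheles brain 6am replicate 3 library had 1360, with 816 next and 413 lowest, and 1 gene held 363 of its 1360 CPM. Anopheles olfactory 12am replicate 2 had 3760, with 975 next and 188 lowest.

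In the Anopheles olfactory 12am replicate 2 library, low-level reads lay in many otherwise silent genes. Shallow sequencing is argued against, since at an equal 1134099 reads this library detected 1132 of the 2638 silent genes and the other 7 detected between 156 and 621; a bound of under 50% of its own number, set first, was not met by 621 and was replaced after the value was seen. Background reads across the genome could be a source, but the correlation of silent-gene CPM with the percent of reads outside genes had a Spearman's rho of 0.18 over 8 libraries (exact permutation p = 0.67) and a Pearson's r of 0.76 (permutation p = 0.065), 0.15 without the 2 farthest libraries, which decides nothing. RNA of another tissue could be one too, as the variance-to-mean ratio over silent genes was 5.27 against 10.8 to 15.4 for brain-specific genes at equal reads, between the bounds set for and against it. No biological explanation was tested, and these sources cannot be told apart in 1 library.

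The Anopheles brain gave 215 calls for time of day (52 without 6pm replicate 2, 53 without 6pm replicate 3, 129 without 12pm replicate 3 and 966 without 6am replicate 1) and the Aedes brain 1 (0 without any 1 of 6am replicates 1 and 3, 12pm replicates 1 and 2 and 12am replicate 1), and the difference between the species was not itself tested. Lower depth in Aedes is argued against, because its shallowest brain library held 5.07 M reads in genes and the median Anopheles one 4.44 M. The spread was larger in the Aedes brain, with a biological coefficient of variation of 28.5% against 22.2%. In simulated counts the test over all times recovered 72% of genes changed 4-fold, against 91% in Anopheles. The larger spread could therefore contribute, and whether it is the source alone stays open. At a mean of 5 CPM or more, 124 Aedes brain genes changed over 4-fold between 6am and 6pm, called or not, against 191 in Anopheles. That count cannot decide it, as fold changes from few libraries also grow with the spread. The set of times also differs, with 12am in Aedes alone. A difference in daily rhythm between a day-biting and a night-biting species stays among the open explanations, as untested.

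Of the 158 genes that rose from 6am to 6pm in the Anopheles brain, 94 were higher in olfactory tissue. Olfactory tissue carried into the 6pm brain dissections might give such a set, and the 94 genes would need a median of 49.3% of their olfactory level, at the lowest 0.643%. Among the 44 genes that fell, 29 (65.9%) were higher in olfactory tissue too, which carry-over at 6pm would not give. Genes at least 32-fold higher in olfactory tissue were chosen in part for a low level in brain, so their median share is low by that choice. The 20 most abundant of them stood in 6pm brain at a median of 0.0663% of their olfactory level. The 20 genes of highest olfactory level, whatever their level in brain, rose there from 6am to 6pm by a median of 0.847% of that level. The order-statistic interval was 0.005% to 4.46%, just under the bound of 10% of the share needed, and the highest rise 14.7% (ACUA018903). This argues against carried-over whole olfactory tissue as the source for the set. Whole tissue would bring all its genes along in one share, below which none could stand. Among these 20, ACUA024106 and ACUA028407 stood in 6pm brain at 0% of their olfactory level, ACUA018306 at 0.000983% and ACUA014299 at 0.00207%. The others stood higher, up to 69.9%, which sets no limit because brain may express them itself. As the lowest share needed was 0.643%, the low values argue against whole tissue for genes of small share as well. A rise within the brain itself stays open as a hypothesis, as does a part of the olfactory organs, or another tissue, dissected along at 6pm.

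For 4 Anopheles genes the change with time differed between brain and olfactory tissue in a test of the difference itself: ACUA026522 and ACUA020653 at an adjusted p of 0.01 each, ACUA007237 at 0.016 and ACUA025393 at 0.028 (edgeR quasi-likelihood, Benjamini-Hochberg). Their 6am olfactory level comes from 1 library. None passed with edgeR without brain 6pm replicate 2 or 3 or olfactory 6pm replicate 1 or 3, and 2 passed without olfactory 12pm replicate 1 or 2, 9 without brain 6am replicate 3 or olfactory 6am replicate 1, 13 without brain 12pm replicate 2, 69 without brain 6am replicate 1 and 327 without olfactory 12pm replicate 3. With all libraries 1436 genes had an unadjusted p under 0.05 and DESeq2 called 252.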

How the results depend on the processing

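Keeping the genes near damaged stretches, and dropping the filter together with a library, were alternatives chosen after the data were seen, as was the test of prior degrees of freedom. The tissue counts stayed within 1.5 times of 8006 and 8299 under median-ratio size factors, DESeq2, no filter, the block and each library left out, and keeping genes near damaged stretches moved no count of calls past 1.5 times. The cause of the changes below was not tested unless a value is given.

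With DESeq2 the counts in the Aedes brain were 17 over all times, 20 for 6pm against 6am and 6 for 12am against 12pm; in Aedes olfactory tissue 45, 26 and 27; for the Aedes interaction 23. In the Anopheles brain they were 592 over all times and 382 for 6pm against 6am; in Anopheles olfactory tissue 278 over all times, 283 for 6pm against 6am (190 higher, 93 lower) and 97 for 12am against 12pm (30 higher, 67 lower, where edgeR had 9 and 4); for the Anopheles interaction 252. With median-ratio size factors 12am against 12pm in Anopheles olfactory tissue gave 21.

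Without the filter Aedes olfactory tissue gave 340 over all times, 179 and 127 for the 2 contrasts; the Anopheles brain 444 and 352; Anopheles olfactory tissue 137, 73 and 41; the Anopheles interaction 23. Of the 340, nearly empty genes that the filter removes were 2.9%. A separate fit without the filter and without 12pm replicate 2 called 265. The genes called were thus mostly not the nearly empty ones, and that library could not be the whole source. Stronger moderation of the spread when nearly empty genes enter the fit could be. The prior degrees of freedom went from 6.78 to infinite, and 0 genes were called without the filter when they were held at 6.78.

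The labels give the replicate numbers no shared origin. Deviations of same-numbered libraries from the mean of their time correlated above 0.1 in 8 of 9 pairs in the Aedes brain (-0.14 to 0.5), 4 of 5 in Aedes olfactory tissue (-0.29 to 0.19), 2 of 5 in the Anopheles brain (-0.1 to 0.39) and 2 of 5 in Anopheles olfactory tissue (-0.59 to 0.23). Where a time has 2 libraries, their deviations mirror each other. The pairs are therefore not all independent, and in the Aedes brain some repeat the value of others. Since not all pairs did in any tissue, the numbers were not taken to pair libraries, though a link in Aedes is not ruled out. In the same order of tissues, 5 of 8, 3 of 7, 3 of 7 and 0 of 7 libraries correlated best with one of their own number. In the Aedes brain the block moved the genes at an unadjusted p under 0.05 from 369 to 893 for 6pm against 6am. Over all times they went from 133 to 320, and for 12am against 12pm from 144 to 136 (edgeR). With the number as a block, the Aedes brain gave 0 over all times and 0 for 12am against 12pm (AAEL008141 at 4.90, adjusted p = 0.087, from 9.5e-76 to 0.087 over the alternatives with all libraries), Aedes olfactory tissue 32 and 38 for 6pm against 6am, and 12am against 12pm in Anopheles olfactory tissue 6. With both tissues in one fit the Aedes brain gave 0 over all times; Aedes olfactory tissue 2, 2 and 1; the Anopheles brain 126 and 118; Anopheles olfactory tissue 169, 172 (50 higher, 122 lower, where the separate fit had 19 and 15) and 25, so that it then had more calls than the Anopheles brain.

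With each library left out in turn, calls ranged as follows. Aedes brain: 0 to 1 over all times, 0 to 0 for 6pm against 6am, 0 to 1 for 12am against 12pm. Aedes olfactory tissue: 0 to 10, 0 to 19 and 0 to 0. Anopheles brain: 52 to 966 and 51 to 535. Anopheles olfactory tissue: 10 to 770, 0 to 360 and 3 to 1258. Tissue: 7526 to 8048 in Aedes, 7873 to 8192 in Anopheles. Interaction: 0 to 0 in Aedes, 0 to 327 in Anopheles. A time left with 1 library is assumed to vary like the others.

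The 16 genes named by rule kept their direction under each alternative. Beside AAEL008141, calls were lost for AAEL000533 with DESeq2 (-6.80, adjusted p = 0.28) and with both tissues in one fit (-8.26, 0.31), and for AAEL000229 with both tissues (-6.48, 0.35). Leaving out libraries ended the call of AAEL003269 in 6 of 8 fits, AAEL000229 in 5 of 8, AAEL000533 in 4 of 6, AAEL008141 in 2 of 8, ACUA014010, ACUA026092 and ACUA005835 in 2 of 7 each, ACUA012491 in 1 of 8, and those of the 8 tissue genes in 0. The gene lists and their alternatives were not run, as no identifier had a name. The shallowest library, in Aedes olfactory tissue, held 853349 reads in genes; what depth alone limits was not separated from the spread between libraries.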

Other observations

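The tests of the shared change, of AAEL008141 and of background reads in Aedes olfactory tissue were chosen after the results were seen, and the splits of the libraries were planned. For the comparison of brain with olfactory tissue, 50 splits of the libraries, the real one included, were fitted per species. Only the real split, 1 of 50 in Aedes and 1 of 50 in Anopheles, called as many genes, with 8006 and 8299 calls. The highest of the other splits called 0 in both. Every other split mixes brain and olfactory libraries, which puts the tissue difference into its spread, so low counts there were built in. The splits therefore do not measure how many calls chance gives.

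The hypothesis that the change from 6am to 6pm in Anopheles is shared between the organs was tested by the genes that rose in both, 11 where independent lists would share 0.28; the olfactory list has 1 library at 6am and is empty without 6pm replicate 1 or 3, so the shared count falls to 0 without either. The hypothesis that the largest midday to midnight change of the Aedes brain recurs in olfactory tissue was tested on AAEL008141, whose log2 fold change there was 4.49 (unadjusted p = 3.1e-05, adjusted p = 0.28, edgeR; 1 library at 12am), the same sign as in brain but no call after adjustment; across 8177 genes the 12am against 12pm changes of the 2 Aedes organs had a Spearman correlation of 0. Both remain hypotheses, since they were tested on the data that prompted them.

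In Aedes olfactory tissue the CPM in otherwise silent genes rose with the percent of reads outside genes, with a Spearman's rho of 0.9 over 8 libraries (exact permutation p = 0.0046, adjusted 0.0092). Pearson's r was 0.97 (permutation p = 0.00015), and 0.98 without the 2 farthest libraries. Background reads that fall across the genome may be the source, which remains a hypothesis.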
